A study of Mus musculus with 30 samples.

How the data were processed

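The series holds 19 RNA-seq and 11 ATAC-seq samples of mouse epiblast stem cells (EpiSCs) and of definitive endoderm (DE) made from them. Per the labels' protocols, RNA was selected for poly(A), and the libraries were stranded and sequenced as read pairs. Per the labels, EpiSCs grew on feeder cells with Fgf2, Activin A and a Wnt inhibitor. Per the labels, DE was made with a Wnt agonist and Activin for 16 h, followed by Activin and a BMP inhibitor for 24 h, and CXCR4-positive cells were sorted with magnetic beads. The labels also give a differentiation time of 46 h, and the difference from the sum of the 2 steps is not explained there.

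The deposited gene tables hold raw counts per Ensembl gene, and the deposited peak tables hold raw counts per peak. Per the file headers, each peak table uses 1 set of peaks for all of its libraries, and the column names are those of alignment files. The labels and headers name no aligner, counting tool, annotation, peak caller or genome build, and do not say whether strand was used in counting. Whole numbers in every cell and the sums per library were checked. The peaks keep the authors' names, chromosome, start and end, and whether starts count from 0 or 1 is not stated. Genes were given symbols and neighbours from a RefSeq gene table of assembly GRCm38.p6 and a table of Ensembl names. Of 29555 gene identifiers, 29270 matched a symbol and 26024 a chromosome. As a check of the build, 11.1% of the 158917 peaks of the DE table lay within 500 bp of a gene end of that assembly, against 2.87% after a shift of 10000 bp. For the 181059 peaks of the EpiSC table the shares were 10.5% and 2.75%.

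Samples were grouped by assay, strain and cell state from the labels. Of the 30 samples, 27 were used. The 3 PWK DE samples are not analysed here, since no column could be matched to them, and with them a comparison of PWK DE with PWK EpiSCs and a test of strain by differentiation. A further 17 columns of the EpiSC peak table belong to other series and are not used here. For each group of PWK and B6129F1 EpiSCs, 1 column carries no replicate number of the labels. It was placed by its strain and is called unnumbered. The 5 B6 EpiSC columns hold the same values in both gene tables. The numbers of replicates within a group differed by more than sampling noise in every pair (smallest chi-square per feature 10.2 over 22 RNA pairs and 2.87 over 13 ATAC pairs).

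Tests used edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filter of filterByExpr, robust quasi-likelihood fits and Benjamini-Hochberg adjustment, and a gene or peak was called at an adjusted p under 0.05. The B6 comparison used the 9 libraries of its groups. The comparisons among EpiSCs used 1 fit to B6, PWK and B6129F1. Standard errors (SE) are the size of the log2 change divided by the square root of the F statistic of its test. They are approximate, above all where a group is near the floor. CPM values refer to the scaled library size unless a sentence says otherwise. A group at or below 3 counts in each library was treated as being at the floor, and a fold against it is given as a lower bound. The DBA libraries had no replicate. In them, features with a log2 ratio to the B6 mean over 1 in size were counted, if their mean was at least 1 CPM. The same was done for each other library. These ratios and means used CPM on total counts without scaling.

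Gene lists for primed and general pluripotency, naive pluripotency, definitive endoderm, primitive streak and mesoderm, neuroectoderm, visceral endoderm, feeder fibroblasts and Wnt targets were tested with fry in limma 3.58.1, adjusted over the 8 lists of a comparison. Camera with a preset correlation of 0.01 was the alternative. A list of sex chromosome genes served to check the labels, and a list of 41 S-phase genes was added after the data were seen. Peaks were joined to genes when they lay within 2 kb of either end of a gene, since the gene table gives no strand and the start site is not known from it. The rank correlation and Fisher's exact test between both assays run across genes, which are not independent replicates.

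The genes named are, for each comparison, the 4 with the largest log2 change in each direction among genes that were called, had a mean log2 CPM of at least 3, had no overlap between the groups and had a symbol that is not a gene model name, plus 12 marker genes. The peaks named are the 3 with the largest change in each direction among called peaks with at least the median accessibility and no overlap between the groups, plus the most significant peak near each of 7 marker genes in the B6 comparison. Any other gene named was chosen after its values were seen.

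Groups, tests, gene lists, this rule and most alternatives were chosen before the data were examined. Those alternatives were the scaling (RLE or total library size), the DESeq2 1.42.0 Wald test, no filter, at least 10 counts in every library, a fold of at least 2, each library left out in turn, the replicate number as a block, fits with only the groups compared, and features off the sex chromosomes. The alternatives added after seeing the data left out chromosome 8, used pairs of DE libraries, thinned the deep DE libraries, left out pseudogenes and genes that have one, added a collagen covariate, or joined peaks to genes in other ways. Groups of at least 3 libraries were also compared after regrouping the libraries in every other way, with 100 draws where more than 100 were possible.

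On simulated counts with a dispersion of 0.05 and 200 features changed 4-fold, the edgeR fits found 100% of the changed genes in the RNA designs. They found 97.8% of 181 tested peaks in the ATAC DE design and 83.5% of 200 in the ATAC PWK design. False calls made up 2.91% to 5.66% of the calls, and 13.0% for DESeq2. The libraries vary more than this. With the common dispersion of each comparison, between 0.0701 and 0.177, the edgeR fits found 89% of the changed genes in the RNA DE design and 99.5% to 100% in the EpiSC designs. They found 93.0% of 185 tested peaks in the ATAC DE design and 38.2% of 199 in the ATAC PWK design, with 2.73% to 6.54% false calls. With no planted change and a dispersion of 0.05 there were 0 calls over 14083 genes. Totals ran from 22.8 to 66.6 (counts, in units of 1e6) per RNA library and from 3.75 to 9.57 per ATAC library. The median standard error of a log2 change was 0.27 for RNA DE against EpiSC and 0.53 for ATAC PWK against B6. Figures were drawn with matplotlib 3.10.9.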

Results

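Gene expression was measured by RNA-seq and chromatin accessibility by ATAC-seq in EpiSCs, which are pluripotent cells in the state of the late epiblast, and in CXCR4-positive DE cells made from them. RNA-seq covered 5 B6 EpiSC, 4 B6 DE, 3 PWK EpiSC, 3 B6129F1 EpiSC libraries and 1 DBA EpiSC library. ATAC-seq covered 4 B6 EpiSC, 4 B6 DE and 2 PWK EpiSC libraries and 1 DBA EpiSC library. B6 and DBA are inbred laboratory strains, PWK is an inbred strain of wild origin, and B6129F1 is a cross of B6 with 129. The total RNA counts of B6 EpiSC replicates 1, 2, 4, 44 and 51 were 25084505, 25682832, 26957559, 29947841 and 26741376. Those of B6 DE replicates 2, 4, 44 and 51 were 22829536, 59995667, 25410448 and 66563933. PWK EpiSC BioRep698 and BioRep695 and the unnumbered PWK library had 25743496, 28872894 and 24529054 counts. B6129F1 replicates 4 and 9 and the unnumbered library had 29600225, 28761534 and 25054554 counts, and the DBA library had 27168768.

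In the peak table of B6 EpiSCs and DE, B6 EpiSC replicates 1, 4, 44 and 51 had 6061892, 9311622, 4006296 and 6436775 counts. B6 DE replicates 2, 4, 44 and 51 had 5337299, 7228486, 7925265 and 3751526. In the peak table of EpiSCs, the same B6 EpiSC libraries had 6392282, 9571127, 4256551 and 6764993 counts, the DBA library had 6680997, PWK BioRep698 had 5697526 and the unnumbered PWK library had 8377927. Mitochondrial genes took 2.85% ± 0.167 (SD, n = 5) of RNA counts in B6 EpiSCs and 0.929% ± 0.0800 (SD, n = 4) in B6 DE. Peaks on the mitochondrial genome took 9.20% ± 3.12 (SD, n = 4) of ATAC counts in B6 EpiSCs and 6.99% ± 2.37 (SD, n = 4) in B6 DE. On total counts without scaling, the summed CPM of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y was 2.08 in the unnumbered B6129F1 library. It was between 40.7 and 316 in the other RNA libraries. The B6129F1 group may thus mix lines of both sexes. Xist, the X-linked member of that list, is not among the identifiers of the gene tables.

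The comparison of B6 DE with B6 EpiSCs asked which genes change as EpiSCs become endoderm. Of 14085 genes tested, 4430 were higher and 4307 lower in DE at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, together 62.03%. Of these, 2973 were at least 2-fold higher and 3403 at least 2-fold lower. The libraries of both groups did not overlap for 7835 genes (55.6%), against a share of 1.59% by chance. The requirement of a fold of at least 2 was the alternative that moved the counts most. The filter of at least 10 counts in every library gave 3779 higher and 3552 lower over 11361 genes. With total library size as the scaling, the median change of all genes was -0.10, and 4072 genes were higher and 4517 lower.

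The largest rises of the named genes were those of Pth1r (ENSMUSG00000032492), at least 449-fold higher in DE than the floor of EpiSCs, and of 3 genes of H2a histones. Hist1h2aj (ENSMUSG00000080076) was at least 1001-fold higher, and without DE replicate 2 at least 296-fold. Hist1h2ap (ENSMUSG00000094777) had 583 CPM ± 292 (SD, n = 4) in DE and 0.138 CPM ± 0.189 (SD, n = 5) in EpiSCs, a log2 change of 11.96 (SE 0.86). Hist1h2ah (ENSMUSG00000069302) rose by 10.76 (SE 1.93) on the log2 scale, and without DE replicate 2 by 8.55. The H2a genes have near-identical sequences, so the share of each is uncertain. Summed over the H2a genes, DE had 818 CPM ± 549 (SD, n = 4) and EpiSCs 4.84 CPM ± 2.51 (SD, n = 5). The largest falls were those of Pck2 (ENSMUSG00000040618), at least 616-fold lower, Fat3 (ENSMUSG00000074505), at least 246-fold lower, Plau (ENSMUSG00000021822), at least 627-fold lower, and Cacng7 (ENSMUSG00000069806), at least 679-fold lower. The groups did not overlap for any of these 8 genes. Plau varied from 5.65 to 121.5 CPM among the EpiSC libraries. EpiSCs grew on feeder cells and DE cells were sorted, so loss of feeder transcripts may add to falls in DE. No fit with a collagen covariate was made for this comparison, so this stays open.

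Of the 12 marker genes, 11 were tested, all were called and none overlapped between the groups. Pou5f1 (ENSMUSG00000024406) had 12.9 CPM ± 16.7 (SD, n = 4) in DE and 1127 CPM ± 175 (SD, n = 5) in EpiSCs. Its log2 change was -6.47 (SE 0.85, adjusted p 9.65e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DE replicate 2 had 37.8 CPM of Pou5f1 and the other DE libraries 2.46 to 6.34, and without replicate 2 the log2 change was -7.93. Sox17 (ENSMUSG00000025902) had 1301 CPM ± 145 (SD, n = 4) in DE and 5.82 CPM ± 4.43 (SD, n = 5) in EpiSCs, a log2 change of 7.80 (SE 0.80, edgeR adjusted p 1.91e-05). Sox2 changed by -6.21, Nanog by -3.05 and T by -5.02 on the log2 scale. Without DE replicate 2, Sox2 changed by -7.28 and T by -5.73. Gata6 rose by 5.53, Cer1 by 6.32, Cxcr4 by 2.40, Foxa2 by 1.47 and Eomes by 1.40. Fgf5, which marks the primed state, rose by 2.91. The edgeR adjusted p of these 9 genes ranged from 9.66e-07 for Fgf5 to 0.00700 for Cxcr4. Zfp42 had 0 counts in every library, so no change is given.

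**Figure D1:**
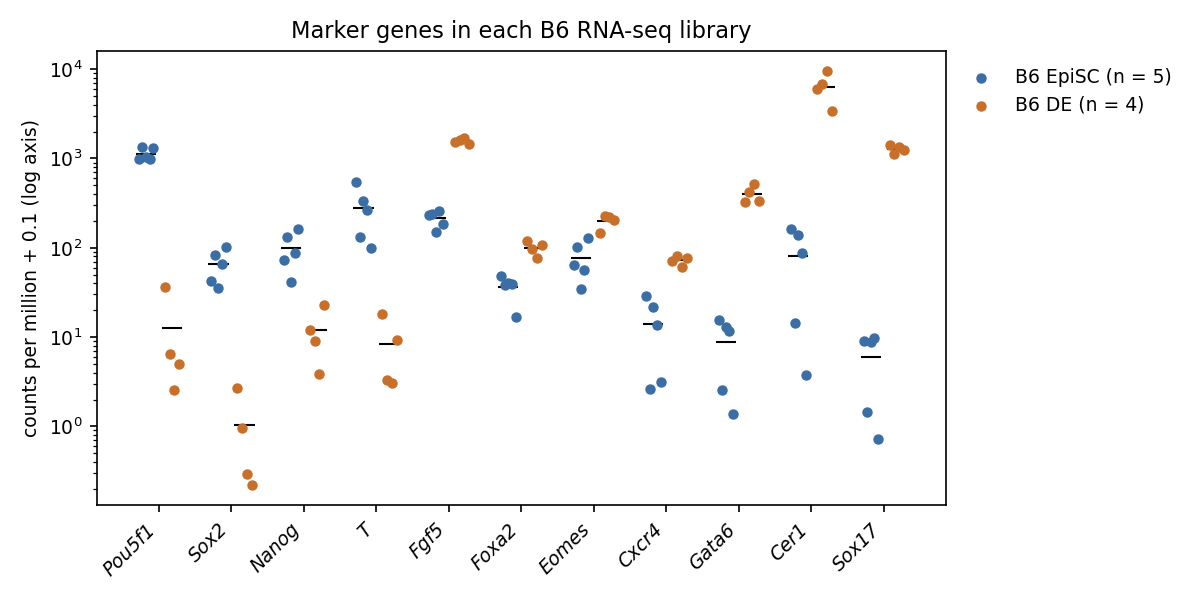
CPM plus 0.1 on a log axis for 11 marker genes in each B6 EpiSC library (n = 5) and each B6 DE library (n = 4). Points are libraries and bars are group means, and Sox17 rose from a mean of 5.82 to 1301 while Pou5f1 fell from 1127 to 12.9.

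The ribosomal protein genes, a family chosen after its values were seen, changed by unlike amounts in DE. The median log2 change of 80 such genes was -1.34, and -1.47 with total library size as the scaling. The lowest log2 change was -6.48, for Rps12, and the highest was 3.78. In DE against EpiSC, 7 of the 80 genes lay more than 2 log2 units from this median, and among EpiSCs 4 of 81 did in PWK against B6, 1 in B6129F1 against B6 and 6 in PWK against B6129F1.

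The gene lists asked whether genes of known cell states moved together. By fry with Benjamini-Hochberg adjustment over the 8 lists, the definitive endoderm list was higher in DE (adjusted p 8.97e-05), with 19 of 20 genes called higher and 0 lower, both over all genes and adjusted over the list alone. The primed and general pluripotency list was lower (fry adjusted p 0.000283), with 12 of 18 genes lower and 5 higher, and the same counts adjusted over the list alone. The neuroectoderm list was lower (fry adjusted p 2.83e-05), with 3 of 5 tested genes lower and 1 higher, the same adjusted over the list alone. The Wnt target list was lower (fry adjusted p 0.00451), with 3 of 10 genes lower and 1 higher, the same adjusted over the list alone. The median log2 change of this list was 0.05, opposite to the called direction. With the replicate number as a block its fry adjusted p was 0.0572, against 0.00617 in the same libraries without the block. The streak and mesoderm list was called higher (fry adjusted p 0.0306) with 4 of 11 genes higher and 3 lower, the same adjusted over the list alone, and without EpiSC replicate 51 the adjusted p was 0.0642. The median log2 change of this list was -0.53, opposite to the called direction. The naive list was called lower (fry adjusted p 0.0389) with 1 of 7 tested genes lower and 0 higher, the same adjusted over the list alone, and without DE replicate 4 the adjusted p was 0.117. This call was lost in 4 of the 9 fits that left out 1 library. The visceral endoderm list was called higher (fry adjusted p 0.0389) with 3 of 9 genes higher and 1 lower, or 3 and 0 adjusted over the list alone, and without DE replicate 44 the adjusted p was 0.169. The call was lost in 6 of the 9 fits that left out 1 library. The median log2 change of this list was -0.18, opposite to the called direction. The feeder fibroblast list was not called (fry adjusted p 0.0507), although 12 of 15 genes were lower and 0 higher, the same adjusted over the list alone, and without EpiSC replicate 1 the adjusted p was 0.00617. Of these 7 calls by fry, the definitive endoderm call held under camera (adjusted p 6.65e-07) and the other 6 did not, with an adjusted p of 0.0702 for the primed list. Of the 41 S-phase genes, 15 were higher and 16 lower, with a median log2 change of -0.13.

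The ATAC-seq comparison asked where accessibility changes between B6 EpiSCs and DE. Of 113870 peaks tested, 37108 were higher and 28496 lower in DE at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, together 57.6%. At least a 2-fold change was seen in 33404 of the higher and 23501 of the lower peaks. The libraries of both groups did not overlap for 61275 peaks (53.8%), against a share of 2.86% by chance. The direction of the majority depended on the scaling and on single libraries. Total library size moved the median of all peaks by -0.22 and gave 33320 higher and 36674 lower peaks, a higher share of 47.6% against 56.6%. Fits that each left out 1 library gave between 33748 and 40472 higher and between 29747 and 36781 lower peaks. The alternative that moved the counts most was the filter of at least 10 counts in every library, with 9868 higher and 8144 lower.

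The peak with the largest rise lay on chromosome X at 106168033 to 106168355 (at least 26.2-fold higher). The next lay on chromosome 9 at 95033099 to 95033312 (at least 21.0-fold) and on chromosome 11 at 55215433 to 55215752 (at least 21.7-fold). These 2 peaks lay inside or within 2 kb of Slc9a9 and Slc36a1, and not necessarily near a gene end. The peaks with the largest falls lay on chromosome 2 at 51049918 to 51050144 (at least 21.4-fold lower) and on chromosome 11 at 8051612 to 8051886 (at least 20.0-fold). Another lay on chromosome 7 at 128431070 to 128431287, inside or within 2 kb of Gm32765 (at least 20.0-fold). Near an end of Cxcr4, the peak on chromosome 1 at 128592188 to 128592280 rose by 2.58 on the log2 scale (SE 0.39, edgeR adjusted p 9.47e-06). The peak near Foxa2 on chromosome 2 at 148040694 to 148041065 rose by 1.88 (SE 0.19, edgeR adjusted p 5.98e-08). The peak near Gata6 on chromosome 18 at 11052262 to 11052687 rose by 1.07, the peak near Sox17 on chromosome 1 at 4496449 to 4496680 by 0.85 and the peak near Fgf5 on chromosome 5 at 98254012 to 98254444 by 0.87. The peak near Sox2 on chromosome 3 at 34653984 to 34654066 had a log2 change of -3.55, and of -4.66 without DE replicate 2. The peak near Pou5f1 on chromosome 17 at 35506947 to 35507419 also lay inside or within 2 kb of Gm32362. It had 38.1 CPM ± 6.41 (SD, n = 4) in DE and 3.37 CPM ± 1.56 (SD, n = 4) in EpiSCs. Its log2 change was 3.43 (SE 0.26, edgeR adjusted p 1.76e-09), while the transcript of Pou5f1 fell. These 13 peaks had no overlap between the groups.

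**Figure D2:**
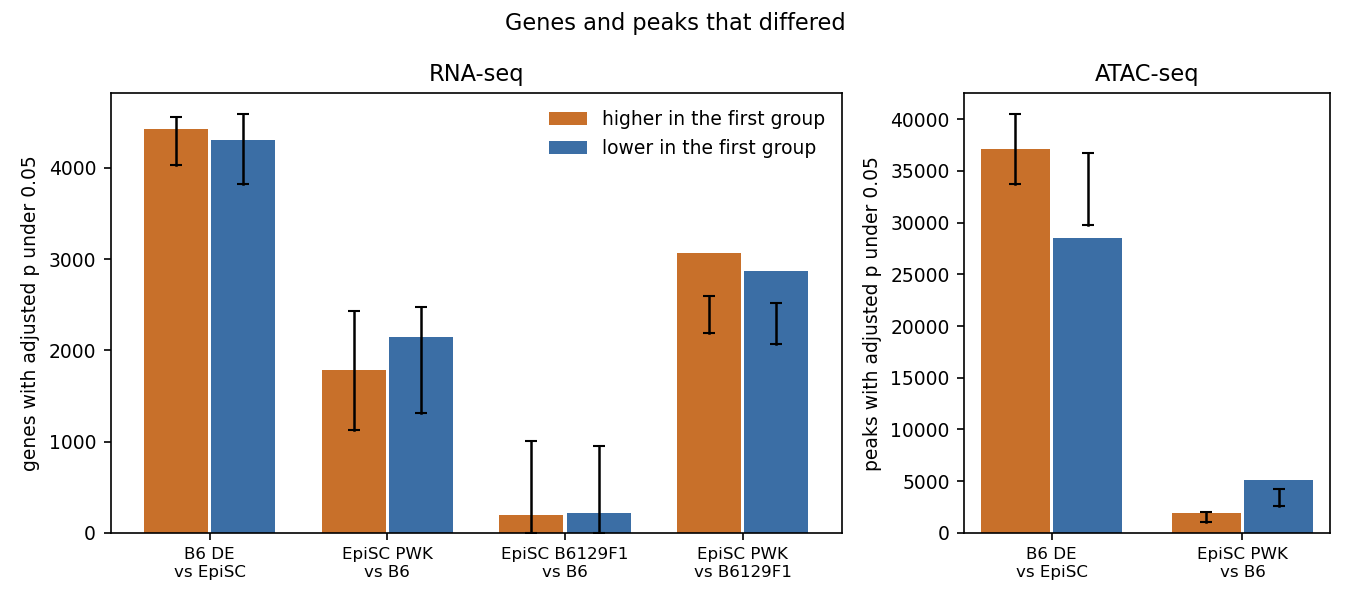
Number of genes or peaks (vertical axis) called higher or lower in each comparison at an adjusted p under 0.05, as bars from 0. Whiskers span the fits that each left out 1 library, and for B6129F1 against B6 EpiSCs they run from 0 to 1001 genes higher.

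Both assays were joined for 12325 genes with a peak within 2 kb of an end. Across genes, which are not independent replicates, the rank correlation between the log2 change of the transcript and the mean log2 change of the peaks was 0.211, and between 0.201 and 0.220 with 1 library left out. For the calls and their direction, the most significant peak of each gene was used and not the mean of its peaks. Of 4033 genes called in both assays, 1402 were higher and 1160 lower in both. Higher accessibility with a lower transcript was seen in 785, and the reverse in 686. These 4 counts depended on single libraries, and without the ATAC library of EpiSC replicate 51 they were 1025, 1622, 507 and 1181. The same direction was seen in 63.5% (odds ratio 3.02, Fisher's exact test p 6.42e-66, two-sided), and in 61.1% without that library. With the most significant of all peaks in a gene or within 2 kb of it, the share was 58.7%.

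In B6 DE replicate 51, genes on chromosome 8 lay 0.50 log2 units above the other DE libraries relative to the median gene, and peaks on chromosome 8 lay 0.47 above. The other DE libraries lay between -0.17 and -0.13 in both assays. No other chromosome of DE replicate 51 was shifted by more than 0.07 in RNA or 0.05 in ATAC. Without chromosome 8, 4221 genes were higher and 4123 lower in DE, and 33183 peaks were higher and 32959 lower, a share of higher peaks of 50.2% against 56.6%. The median of all peaks was -0.16 in that fit and -0.01 in the reported one, so the scaling moved too. Without peaks on the sex chromosomes, the mitochondrial genome and unplaced contigs the share was 52.4% and the median -0.11, so the drop was not specific to chromosome 8.

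**Figure D3:**
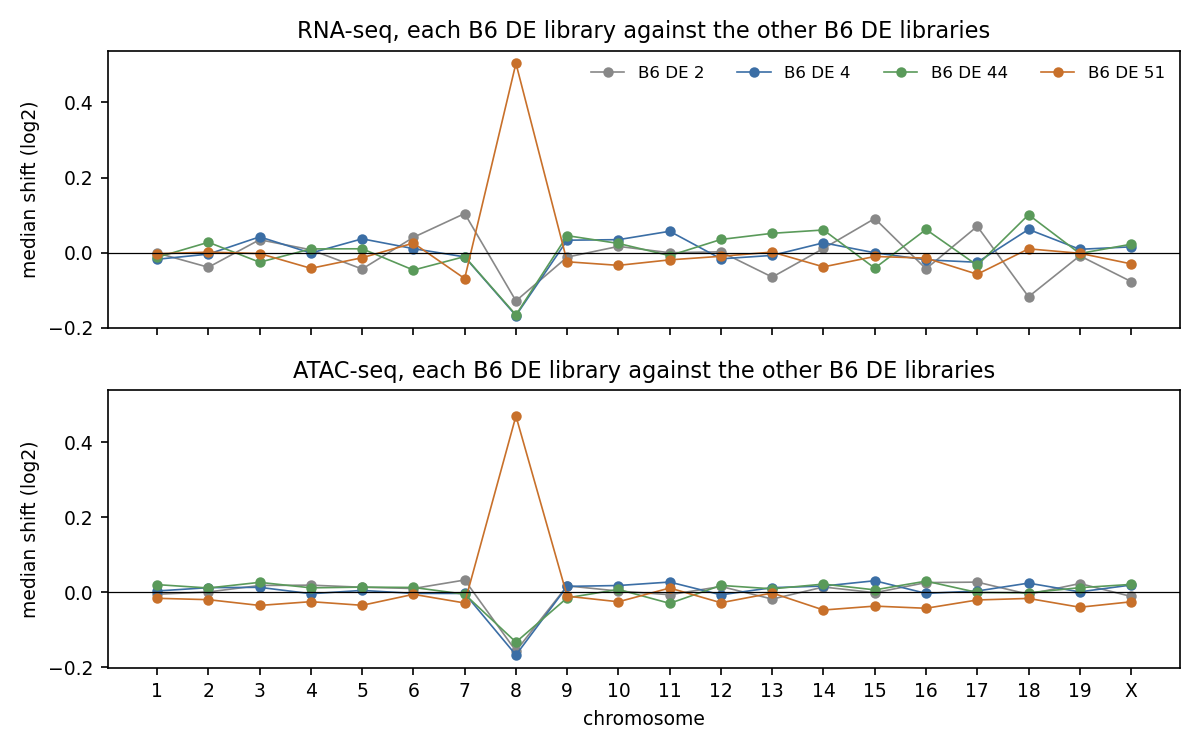
Median log2 shift of each chromosome (horizontal axis) in each B6 DE library (n = 4) against the mean of the other DE libraries, with genes and peaks in separate panels and 1 mark per library. Replicate 51 is shifted on chromosome 8 by 0.50 in RNA and 0.47 in ATAC.

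The comparison of PWK with B6 EpiSCs asked how expression differs between genetic backgrounds. Of 14822 genes tested, 1781 were higher and 2142 lower in PWK at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, together 26.5%. The libraries of both groups did not overlap for 4764 genes (32.1%), against 3.57% by chance. The alternative that moved these counts most was a fold of at least 2, with 890 higher and 694 lower. Without PWK BioRep695, 1129 genes were higher and 1317 lower, without PWK BioRep698, 1126 and 1336, and without the unnumbered PWK library, 1138 and 1323. With total library size as the scaling, 2226 were higher and 1708 lower, so that the higher share was 56.6% against 45.4%. Of 749 pseudogenes tested, 239 were higher and 65 lower in PWK, and of 13560 protein-coding genes 1443 were higher and 2015 lower.

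The largest rises in PWK were those of Rpl7a-ps11 (ENSMUSG00000067147, at least 1431-fold), Rpl17-ps5 (ENSMUSG00000081855, log2 change 12.19), Rps12-ps10 (ENSMUSG00000070692, 11.34) and AK157302 (ENSMUSG00000078139, at least 286-fold). The first 3 are pseudogenes that share sequence with their parent genes, so these values are uncertain. Rpl17-ps5 and Rps12-ps10 also depend on 1 B6 library each, without which B6 was at the floor. The fitted log2 change of Rpl17-ps5 was 15.38 without B6 EpiSC replicate 51. That of Rps12-ps10 was 12.59 without B6 EpiSC replicate 44. The largest falls were those of Olig1 (ENSMUSG00000046160, log2 change -8.17), Cbx3-ps6 (ENSMUSG00000057886, -7.26), Gapdh (ENSMUSG00000057666, -5.15) and Slc35d3 (ENSMUSG00000050473, -5.08). Gapdh had 154 CPM ± 25.0 (SD, n = 3) in PWK and 5477 CPM ± 589 (SD, n = 5) in B6. Gapdh has many pseudogenes and its value is uncertain for the same reason. The mitochondrial gene mt-Co1, chosen after its values were seen, had 4222 CPM ± 86.8 (SD, n = 3) in PWK and 10418 CPM ± 1039 (SD, n = 5) in B6, while 4 nuclear copies of the mitochondrial genome together gained 4579 CPM. Of the 11 marker genes tested, none was called, with edgeR adjusted p from 0.123 to 0.776 and, at an unadjusted p under 0.05, 1 gene (Cxcr4, log2 change -1.74). T gained a call in 1 of the 8 fits that left out 1 library.

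The comparison of B6129F1 with B6 EpiSCs gave 199 genes higher and 222 lower of 14822 at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, together 2.84%. The libraries did not overlap for 2144 genes (14.5%), against 3.57% by chance. These counts depended on single libraries. Without the unnumbered B6129F1 library there were 0 higher and 0 lower (2403 at an unadjusted p under 0.05), and without B6129F1 replicate 4 there were 0 and 2 (2479 unadjusted). Without B6129F1 replicate 9 there were 68 higher and 54 lower. The unnumbered library is also the one with few Y-linked counts, and without genes on X and Y there were 163 higher and 192 lower. Without B6 EpiSC replicate 1 there were 1001 and 951, without replicate 2 356 and 401, without replicate 4 89 and 112, without replicate 44 41 and 50, and without replicate 51 85 and 142. With only these 2 groups in the fit there were 0 higher and 0 lower (2779 unadjusted). The largest rises were those of Zfp808 (ENSMUSG00000074867, log2 change 1.56), Zfp984 (ENSMUSG00000078495, 1.39), Zfp992 (ENSMUSG00000070605, 1.38) and Atp10d (ENSMUSG00000046808, 1.28). The zinc finger genes belong to families with similar sequences, so their values are uncertain. The largest falls were those of Igfbp5 (ENSMUSG00000026185, log2 change -3.17), Wnt5a (ENSMUSG00000021994, -2.72), Adamts12 (ENSMUSG00000047497, -2.60) and Nptx1 (ENSMUSG00000025582, -2.32). Igfbp5 varied from 23.3 to 149.5 CPM among the B6 libraries. Camera called the feeder fibroblast list lower in B6129F1 (adjusted p 0.00480), and these falls were not set apart from a lower share of feeder cells. The edgeR adjusted p of these 8 genes ranged from 0.0306 to 0.0494, and each lost its call in at least 4 of the 8 fits that left out 1 library, the fit without the unnumbered library among them. Of the 11 marker genes tested none was called, with edgeR adjusted p from 0.199 to 0.994 and, at an unadjusted p under 0.05, 1 gene (T, log2 change -1.14).

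The comparison of PWK with B6129F1 EpiSCs gave 3067 genes higher and 2869 lower of 14822 at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, together 40.0%. The libraries did not overlap for 9263 genes (62.5%), against 10% by chance. With the mean log2 CPM of 3 collagen genes as a covariate, 1204 were higher and 1387 lower, and with total library size 3606 were higher and 2180 lower, a higher share of 62.3% against 51.7%. The largest rises were those of Rpl21-ps15 (ENSMUSG00000083596, at least 2295-fold), Rpl7a-ps11 (at least 1457-fold), Cbx3-ps7 (ENSMUSG00000059647, at least 974-fold) and AK157302 (at least 292-fold), and the pseudogenes among them are uncertain. The largest falls were those of Kcnj3 (ENSMUSG00000026824, log2 change -8.50, edgeR adjusted p 0.0257), Olig1 (-7.97), Cbx3-ps6 (-5.67) and Gapdh (-5.12). Kcnj3 lost its call in 3 of 6 fits that left out 1 library. Of the 11 marker genes tested none was called, with edgeR adjusted p from 0.0976 to 0.897 and, at an unadjusted p under 0.05, 1 gene (Eomes, log2 change 0.97).

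Among the EpiSC comparisons, fry called the neuroectoderm list lower and the visceral endoderm list higher in PWK than in B6 (Benjamini-Hochberg adjusted p 0.00238 for both). In the neuroectoderm list 2 of 6 tested genes were lower over all genes and 3 adjusted over the list alone. In the visceral endoderm list 2 of 8 genes were higher, the same adjusted over the list alone. Without PWK BioRep695 the fry adjusted p of these lists was 0.942 and 0.0814. In PWK against B6129F1 the visceral endoderm list was higher (fry adjusted p 0.000535), with 5 of 8 genes higher, the same adjusted over the list alone. None of these 3 calls held under camera. The other 6 lists of PWK against B6 had fry adjusted p from 0.161 to 0.678, and the other 7 of PWK against B6129F1 from 0.0675 to 0.551. None of the 8 lists was called in B6129F1 against B6 (0.194 to 0.774, 2 lists at an unadjusted p under 0.05). Single libraries mattered for these lists too. There, fry called feeder fibroblasts and visceral endoderm without B6 EpiSC replicate 1 (adjusted p 0.0438 for both). Without B6129F1 replicate 9 it called streak and mesoderm (0.0406) and Wnt targets (0.0120). In PWK against B6129F1 that fit called the same lists (0.0194 and 0.0148). In PWK against B6, feeder fibroblasts were called without B6 EpiSC replicate 51 (0.0227). In the reported fits, camera alone called the feeder fibroblast list. It was higher in PWK than in B6 (camera adjusted p 0.0256), lower in B6129F1 than in B6 (0.00480) and higher in PWK than in B6129F1 (0.00431). Of its 15 genes, 14 were higher and 1 lower in PWK against B6129F1, the same adjusted over the list alone. In PWK against B6 0 were called higher (2 at an unadjusted p under 0.05) and 1 lower (Twist1), the same adjusted over the list alone, and in B6129F1 against B6 0 were called over all genes and 12 were lower adjusted over the list alone. The mean log2 CPM of the collagen genes Col1a1, Col1a2 and Col3a1 ranged from 3.31 to 9.32 in B6, from 8.95 to 9.52 in PWK and from 4.91 to 5.66 in B6129F1.

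The ATAC-seq comparison of PWK with B6 EpiSCs rested on 2 PWK libraries and 4 B6 libraries. Of 137667 peaks tested, 1957 were higher and 5073 lower in PWK at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, together 5.11%. The libraries did not overlap for 36197 peaks (26.3%), against 13.3% by chance. With at least 10 counts in every library, the alternative that moved the counts most, 667 were higher and 1443 lower. Without B6 EpiSC replicate 1, 1001 were higher and 2823 lower, and without B6 EpiSC replicate 4, 1004 were higher and 2628 lower. With total library size the median of all peaks was 0.12 and 2233 peaks were higher and 4322 lower. The largest rises lay on chromosome 4 at 80003389 to 80003540 (at least 235-fold), on chromosome 10 at 96077527 to 96077888 (log2 change 9.76) and on chromosome 12 at 97061431 to 97061791 (9.69). The largest falls lay on chromosome 9 at 4117338 to 4117573 (at least 69.3-fold lower) and on chromosome 7 at 11500946 to 11501305 (at least 55.1-fold). Another lay on chromosome 13 at 74787759 to 74788109, inside or within 2 kb of Cast (at least 50.1-fold).

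The single DBA EpiSC libraries have no replicate check, and no p-value is given. The label of the DBA RNA library carries a replicate number that is also used for PWK. Its column was matched by the name of the line. The counts below used CPM on total counts without scaling, and no other scaling was tried. The numbers of features higher and lower, and the order of the libraries, may depend on this. In RNA, 874 of 12920 genes (6.76%) lay more than 1 log2 unit from the B6 mean, 453 higher and 421 lower. Scored the same way against the other B6 libraries, B6 EpiSC replicates 1, 2, 4, 44 and 51 had 1188, 591, 685, 340 and 1060 such genes. The PWK libraries had 1682 to 1710 and the B6129F1 libraries 829 to 845. With 1 B6 library left out, the count ranged from 455 to 928 for B6 replicate 2 and from 529 to 1037 for replicate 4. For DBA it ranged from 775 to 1112. In ATAC, 24586 of 141686 peaks (17.4%) lay beyond that limit in the DBA library, 5146 higher and 19440 lower, against 9959 to 19797 in the B6 libraries and 30071 and 38214 in the PWK libraries. Leaving out 1 B6 library gave 9983 to 15525 peaks for B6 replicate 1 and 9959 to 14950 for replicate 4. For DBA it gave 23556 to 27000.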

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

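All tests in this part were chosen after the results were seen. Over 81 groups of 4 or 5 values, 4 had a library further from the others than the 95% limit for a gap over the range of the group. At 1 in 20, chance alone gives 4.05, so the number of such values is no more than chance gives.

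Pou5f1 had 37.8 CPM in B6 DE replicate 2 and between 2.46 and 6.34 CPM in the other DE libraries. The excess came to 2.42% of the B6 EpiSC mean. If EpiSCs had been carried over into that library, the other genes that are steeply lower in DE would show the same excess. Over 93 other genes with at least 20 CPM in EpiSCs and a mean CPM at least 32-fold lower in DE, the median excess was 0.237%, and 43 of them (46.2%) were highest in replicate 2, against 25% by chance. The median lies below what Pou5f1 would need, while the share highest in this library lies above chance, so a small number of carried-over cells may explain part of the excess and cannot be told apart from a delay in the loss of Pou5f1. The labels give no group that would explain the difference, and no biological explanation was tested.

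Rpl17-ps5 had 0.192 CPM (5 counts) in B6 EpiSC replicate 51 and 0 in the other B6 EpiSC libraries. These counts were 0.0247% of those of Rpl17 in the same library. Rps12-ps10 had 0.168 CPM (5 counts) in B6 EpiSC replicate 44 and between 0 and 0.0396 CPM in the others, which was 0.109% of the counts of Rps12. Such shares could come from a few reads of the parent genes that were assigned to the pseudogenes, and with 5 counts the source cannot be told apart from a low level of transcription. No biological explanation was tested.

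Zfp808 had 3.57 CPM (97 counts) in B6 EpiSC replicate 4 and between 7.40 and 8.69 CPM in the other B6 EpiSC libraries. The lowest of the other libraries predicts 195.6 counts at this depth, so a low depth was not the cause of the difference. Reads shared with similar zinc finger genes were not tested, nor was a biological explanation, since the labels give no group within the B6 EpiSCs.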

How the results depend on the processing

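The tests in this part were chosen before the data were examined, except the alternatives that left out chromosome 8 or pseudogenes, used pairs of DE libraries or thinned ones, added the collagen covariate or joined peaks to genes in other ways, which were chosen after seeing the data. Where a value changed, the cause was not tested unless it is stated. For RNA DE against EpiSC, the counts of calls stayed within 1.5 times the reported ones in 42 of 42 values over the alternatives, and the named genes kept their direction and their call in 371 of 371. For ATAC DE against EpiSC, 34 of 36 counts and 211 of 212 values of the named peaks stayed so. The exceptions among the counts were 9868 peaks higher and 8144 lower with at least 10 counts in every library, where fewer peaks are tested. The 54 values of the named peaks in PWK against B6 stayed so. There the same filter gave 667 peaks higher and 1443 lower, and fits that each left out 1 B6 library gave 1001 to 2027 higher and 2628 to 4232 lower. No fit without a PWK library was made, since 1 would remain.

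For PWK against B6 in RNA, a fold of at least 2 left 890 genes higher and 694 lower by construction. Leaving out 1 library gave between 1126 (without PWK BioRep698) and 2428 (without B6 EpiSC replicate 51) higher, and between 1317 (without PWK BioRep695) and 2476 (without B6 EpiSC replicate 51) lower. Foxa2 ranged from -0.077 to 0.40 over these fits, and T gained a call in 1 of the 8. Over all alternatives, 3 of 309 values of the named genes gained a call and 0 lost it. With the collagen covariate the log2 change of Sox17 was 0.044, of Cer1 0.24 and of T 0.025, each opposite in sign to the reported change, and none was called.

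For B6129F1 against B6, 25 of 36 counts moved by more than 1.5 times. The DESeq2 Wald test gave 884 genes higher and 1123 lower, but on counts simulated for the B6 DE design at a dispersion of 0.05 it made 13.04% false calls, against 4.76% in the edgeR test, and it was not simulated for this design. Without a filter 146 were lower. A fold of at least 2 left 27 and 131 by construction. With only the 2 groups compared there were 0 higher and 0 lower, with 2779 genes at an unadjusted p under 0.05. Without pseudogenes and genes that have a named pseudogene 349 were higher, and with the collagen covariate 87 were higher. Leaving out 1 library gave 0 to 1001 higher and 0 to 951 lower, with 0 and 0 without the unnumbered B6129F1 library (2403 at an unadjusted p under 0.05) and the highest counts without B6 EpiSC replicate 1. Over these 8 fits the log2 change of markers that were never called ranged from -0.86 to 0.36 for Foxa2, -0.67 to 0.24 for Cxcr4, -0.073 to 0.18 for Fgf5, -0.16 to 0.51 for Sox17, -0.39 to 0.073 for Sox2, -0.16 to 0.52 for Gata6, -0.15 to 0.66 for Cer1 and -0.34 to 0.12 for Nanog. Foxa2 was 0.014 without pseudogenes. Over all alternatives, 1 of 321 values of the named genes gained a call and 51 lost it. With the collagen covariate Sox2 was 0.32, Nanog 0.27, Sox17 -0.53, Gata6 -0.47 and Cer1 -0.57, opposite in sign to the reported changes.

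For PWK against B6129F1, a fold of at least 2 left 1964 genes higher and 861 lower by construction, and the collagen covariate gave 1204 and 1387. With that covariate Pou5f1 was -0.15, Nanog -0.16, Sox17 0.57, Cxcr4 0.67, Gata6 0.35 and Cer1 0.82, opposite in sign to the reported changes, and none was called. With 1 library left out, Foxa2 ranged from -0.15 to 1.06 and T from -0.098 to 0.46. Over all alternatives, 7 of 268 values of the named genes gained a call and 5 lost it.

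Fry called 10 of the 32 list results and camera 4, and the primed list in DE had a camera adjusted p of 0.0702, against a range from 0.000353 to 0.00201 by fry with 1 library left out. The direction of the definitive endoderm list in B6129F1 against B6 changed in 4 of 8 such fits (fry adjusted p 0.512 to 0.9995), and that of the neuroectoderm list in PWK against B6129F1 in 4 of 6 (0.00541 to 0.341). The counts for DBA depended on the limit by construction, with 188 genes and 3600 peaks at a log2 ratio over 2, and 360 genes and 494 peaks at a mean of at least 10 CPM. Besides the counts of calls there were 142 other results. Of these, 71 were unchanged under their alternatives, and under at least 1 alternative 19 became weaker, 19 stronger, 22 reversed and 17 moved.

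The rank correlation between both assays stayed within 0.0194, the jackknife standard error over libraries, in all 20 alternatives. Of these, 17 are the fits with 1 library left out, from which this standard error was computed. None of those fits can lie further than that from their mean, so their staying within it is no evidence of stability. The other ways of joining peaks to genes gave 0.193, 0.198 and 0.208, against the reported 0.211. The spread first used was the standard deviation over the fits with 1 library left out, 0.0050, and 8 of the 20 alternatives lay beyond it, among them 6 of those fits. The standard error was taken instead after this was seen, since the fits share nearly all libraries.

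The samples share only a number, and the labels do not say what it marks. With the replicate number as a block, 3792 genes were higher and 3939 lower in DE, against 4171 and 4026 in the same libraries without the block. For peaks the block gave 32883 higher and 21504 lower, against 35207 and 26136 without it. For lists the block gave fry adjusted p of 0.117 for visceral endoderm (0.0868 in the same libraries without it), 0.0184 for feeder fibroblasts (0.00617 without it) and 0.0572 for Wnt targets (0.00617 without it). Deviations from the group means of same-numbered RNA libraries correlated at 0.066 to 0.187 over 4 pairs, against -0.191 to 0.088 over 16 other pairs, and at 0.105 to 0.247 on the scale of log2(CPM + 1), against -0.280 to 0.142 for the other pairs there. In ATAC the 3 pairs ranged from -0.013 to 0.047. Whether every RNA pair passes 0.1 thus depends on the scale, which was chosen after seeing the data. No count of calls moved by more than 1.5 times under the block.

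Not run were the comparisons with PWK DE and their interaction, which are not analysed here, the alternatives for normalized values, since the values are counts, a fit to all groups of the B6 DE table, which holds only those compared, and peaks by distance to the start site. The ATAC comparison of PWK with B6 found the smallest share of 4-fold changes on simulated counts, 83.5% at a dispersion of 0.05 and 38.2% at its own, so changes of this size can be missed there. It has only 2 PWK libraries, and whether depth limits it was not tested.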

Other observations

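The splits of the samples were set before the data were examined, and all other tests in this part were chosen after the result was seen. Libraries were regrouped in every other way to see how often as many calls arise. In RNA DE against EpiSC, 1 of the 100 splits drawn from 126, the real one, gave as many genes, and the highest other gave 2604. In PWK against B6, 1 of the 56 splits gave as many genes, the real one, and the highest other gave 2098. In B6129F1 against B6, 3 of the 56 splits gave as many genes, with up to 585, so the 421 calls cannot be set apart from what such regrouping gives. In PWK against B6129F1, 1 of the 10 splits gave as many genes, the real one, and with 3 against 3 libraries the share is never under 0.1. In ATAC DE against EpiSC, 1 of the 35 splits gave as many peaks, the real one, and the highest other gave 0 at an adjusted p under 0.05.

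Chromosome 8 of B6 DE replicate 51 was raised in both assays. An extra copy in most cells of that culture would raise the whole chromosome, and 10 of the 10 stretches of the chromosome were shifted by more than 0.2 log2 units in both assays, from 0.40 to 0.63 in RNA and from 0.37 to 0.53 in ATAC. Such a gain from 2 to 3 copies corresponds to 0.58. A few strongly raised genes as the cause are argued against, since 84.7% of 665 genes lay above the median shift of the library. Depth was tested by thinning the deeper libraries, and the shift stayed at 0.504. A culture of another line under this label stays open. The correlation of the deviations of DE 51 with EpiSC 51 was 0.187, against at most 0.0878 with another EpiSC library, and a number shared by labels does not show a shared line. In EpiSC replicate 51 chromosome 8 was shifted by 0.05 in RNA. A gain of chromosome 8 in this culture is a candidate explanation, found and tested on the same data.

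In PWK EpiSCs, genes with a named pseudogene and their pseudogenes moved in opposite directions. Over 106 parent genes, the rank correlation between the change of a gene and the sum of its pseudogenes was -0.357 (permutation p 2.0e-04, two-sided). This is consistent with reads that moved between genes and pseudogenes where PWK differs in sequence from the reference. Opposite regulation in any comparison is argued against by the value for B6 DE against EpiSC, which was 0.218 over 75 parents (permutation p 0.0609, two-sided). In B6129F1 against B6 it was -0.280, so the pattern was not limited to PWK. The fall of Gapdh may belong to this pattern, and a difference of expression between the strains stays open for single genes. For mt-Co1, the nuclear copies Gm13339, Gm13340, Gm13341 and Gm8226 gained 73.9% of what mt-Co1 lost, which is consistent with reads assigned to these copies. Fewer mitochondrial transcripts are argued against by the median change of 0.29 over the other 11 mitochondrial genes above 100 CPM, of which 5 were higher and 1 lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lower gene was mt-Co2, with a log2 change of -2.58 and a difference of -926 CPM. Below 100 CPM, mt-Nd6 had a log2 change of -1.24. The gain of the nuclear copies was set against mt-Co1 alone.

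Collagen genes were higher in PWK than in B6129F1 EpiSCs. A share of feeder fibroblasts that differs between cultures was tested by the slope of each gene on collagen within the 5 B6 EpiSC libraries. Across 12035 genes, which are not independent replicates, these slopes correlated at 0.375 with the change between PWK and B6129F1. Of the 120 orders of the 5 libraries, 6 gave a value as high (exact permutation p 0.05, one-sided), so the test lies at the threshold and does not decide. As the whole cause of the difference between these groups, the share is argued against by the fit with collagen as a covariate. That fit called 2591 genes, of which 2231 were also called in the reported fit. For the other 12 fibroblast genes the median log2 change went from 3.62 to 0.78 with the covariate, and the number called higher from 11 to 1. A difference between the strains in these genes stays open as untested, since strain and culture coincide.

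In B6 DE, 12 of the 13 tested H2a histone genes were higher. Reads exchanged among near-identical H2a genes are argued against by the sum over these genes, which rose by 7.40 on the log2 scale (7.30 with total library size). More cells in S phase would raise all replication-dependent classes. The sum of H2b rose by 0.45, of H3 by 1.26, of H4 by 1.79 and of H1 by 2.85. H2b had 39.6 CPM in DE replicate 2 and 9.54 to 18.8 CPM in the other DE libraries. EpiSCs had 8.29 to 24.7 CPM of H2b, so the groups overlapped. S phase is thus argued against as the cause of the rise of H2a. For the smaller rises of H1, H3 and H4 it stays open, since the 41 S-phase genes, examined before the class sums, had a median log2 change of -0.13 with 15 higher and 16 lower, which decides nothing. Capture of transcripts without a poly(A) tail would raise all classes alike, and the value of H1 argues against it as the cause of the part of the rise that H2a alone showed. Counting that treated H2a reads differently in both groups cannot be told apart from a rise in the cells, since it coincides with the groups, with at least 414.7 CPM in every DE library and at most 9.02 CPM in EpiSCs. A rise of H2a transcripts in DE stays open as a biological explanation, untested.

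The ribosomal protein genes moved by unlike amounts in B6 DE, with 7 of 80 more than 2 log2 units from their median. With the counts of named pseudogenes added, 4 genes lay that far from the median, which was then -1.23. Whether these 4 were among the 7 is not shown. Reads that moved between a ribosomal protein gene and its pseudogenes may thus explain part of the pattern, and this stays open. Counting or library preparation that differed between the DE and EpiSC libraries cannot be told apart from cell state, since it coincides with the groups. Among comparisons of EpiSCs, 1 of 81 genes lay that far from the median in B6129F1 against B6, 4 in PWK against B6 and 6 in PWK against B6129F1, so such a spread was not limited to DE. Among the 367 genes that fell at least 32-fold in DE, the 270 with a peak near an end had a median accessibility change of -0.52, and 75.9% were lower, against -0.03 for genes that fell 2-fold to 4-fold. Loss of transcription with accessibility is in line with this median, which does not exclude a part from counting.

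In the B6 comparison, 22 genes had 0 counts in 1 library while every other library of the group had at least 5 CPM. This CPM was taken on total counts without scaling. There were 9 such genes in DE replicate 2, 2 in DE replicate 4, 5 in DE replicate 44, 5 in EpiSC replicate 1 and 1 in EpiSC replicate 2. The limit of 5 CPM leaves out genes with few reads. Closed gene ends in that culture were tested in the ATAC library of the same number, where the median shift over 14 genes was 0.028, with a range from -0.54 to 0.97. This stays open, since the libraries share only a number.

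In ATAC-seq, PWK EpiSCs had more lower than higher peaks. The scaling of the libraries is argued against, since 34.1% of the called peaks were higher with total library size. Lost alignments of PWK reads would give peaks absent from PWK, and 585 peaks were at the floor in PWK with at least 2 CPM in each B6 library. They cannot give peaks that are absent from B6, and 247 peaks were at the floor in B6 with at least 2 CPM in each PWK library. Part of the pattern may come from lost alignments, and this cannot be told apart from a difference of accessibility between the strains.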
